A study of Mus musculus with 14 samples.

How the data were processed

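Per the labels' protocols, dendritic cells were sorted by flow cytometry from digested mouse tumours, and RNA was extracted with the RNeasy Plus Micro kit. Per the same labels, cDNA was amplified with the SMARTer Ultra Low kit from 1 ng of total RNA. Libraries were then prepared from 200 pg of cDNA with the Nextera XT kit, and pools of 10 were read as single 50-base reads on an Illumina HiSeq sequencer, per the labels. The kit does not mark strand, so reads of a gene and of an overlapping gene on the opposite strand are not told apart. Amplification from so little RNA gives reads that are not independent molecules.

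The deposited values are raw counts of reads per Ensembl gene, 1 column per library, with no normalization by the authors. The submitters' processing notes name CASAVA 1.8.2, STAR 2.4, featureCounts 1.4.6 and the GRCm38 build, with no role or settings. The annotation release, the strand setting and the treatment of reads that map to several places are not given in the sources used here. Of 21647 genes in the table, 21583 had a symbol in the GENCODE M21 annotation and 64 did not. No mitochondrially encoded gene was among them, so that share was not used here as a sign of RNA quality. Total counts lay between 17588047 and 29602710 per library. Replicates differed by more than sampling noise (smallest chi-square per degree of freedom 21.65), so each library was counted as 1 replicate. This spread does not tell separate animals or tumours from technical replicates.

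Groups and replicate numbers came from the labels: 4 libraries for each pDC group and 3 for each cDC group. Genes were filtered with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 12786 genes. The other 8861 genes held 0.0239% of counts. Libraries were scaled by TMM, and 1 model with a term per group was fitted over all 14 libraries with edgeR's robust quasi-likelihood method (common dispersion 0.0904). The 5 comparisons were CpG-B against PBS in pDC, the same in cDC, the difference between these responses, and pDC against cDC under PBS and under CpG-B. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Levels are CPM on TMM-scaled totals, and an error after a log2 fold change is its SE, computed as the size of the log2 fold change over the square root of the quasi-likelihood F statistic. A gene with no counts in either of the 2 groups compared has a log2 fold change of 0, an adjusted p of 1 and no SE.

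A set of 35 gene lists on immune pathways, cell types and cell states was fixed from textbook knowledge before the data were examined. Of these, 31 had at least 5 members tested and were tested as sets with camera of limma 3.58.1 on log2 CPM (prior count 2), two-sided. The preset correlation between genes was 0.01, and p was adjusted over the lists of a comparison. Each list was tested again with a correlation estimated from the data, and with fry. The table lacked 10 list members. Composition measures were compared between CpG-B and PBS within a cell type by exact two-sided permutation tests, adjusted over 38 measures.

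Named genes followed a rule fixed before the data were examined. Per comparison it took called genes with no overlap between the groups and a mean of at least 10 CPM, 10 with the largest rise and 10 with the largest fall. It took 5 and 5 for the difference of responses, where overlap was allowed, and for pDC against cDC under CpG-B. It added up to 4 members with the smallest p of each list described, and a fixed panel of genes. Predicted genes and antigen receptor segments were left out. The text names a part of the genes so chosen. Folds against a group at 0 used a floor of 3 counts over the group, which covers counting error only. Sequence shared with other genes was measured as the percent of 50-base stretches of a gene's transcripts found in another gene.

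The tests were tested on simulated counts drawn for the real genes. At a simulated 2-fold and 4-fold change, edgeR recovered 53% and 80% of changed genes for CpG-B against PBS in pDC (12477 genes), and 40% and 84% in cDC (12467 genes). For the difference of responses it recovered 26% and 72% (12483 genes), for pDC against cDC under PBS 54% and 82% (12536 genes), and under CpG-B 49% and 79% (12534 genes). In each of the 5 simulations camera found the changed list and called 0 of 30 unchanged lists. Genes of a real list can vary together (estimated correlation 0.438 for interferon-stimulated genes). The simulations do not show how often camera calls unchanged lists of that kind.

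Alternatives were RLE scaling, no filter beyond a count above 0, DESeq2 1.42.0, limma voom with sample quality weights, the replicate number as a block, only the groups compared, each library left out in turn, and a log2 fold change of at least 1. For the agreement of responses, genes with a mean of at least 10 CPM were used. Leaving out both pDC libraries numbered 4 was added after seeing the data. The results of 2 genes are not reported here.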

Results

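RNA was sequenced from plasmacytoid dendritic cells (pDC), the interferon-producing dendritic cell lineage, and from conventional dendritic cells (cDC), the antigen-presenting lineage. Both were sorted by flow cytometry from tumours of C57BL/6 mice aged 10 weeks. The tumours had received an injection of CpG-B, an unmethylated oligonucleotide recognised by TLR9, or of phosphate-buffered saline (PBS) as the control. There were 4 libraries of pDC after CpG-B, 4 of pDC after PBS, 3 of cDC after CpG-B and 3 of cDC after PBS. Total counts over genes ranged from 17588047 to 29602710 per library. Of 21647 genes in the count table, 12786 were tested. The study asked whether CpG-B changes tolerogenic pDC, and what it does to cDC, in the tumour. Replicates are numbered in the labels, which do not say whether they came from separate animals or tumours, so p-values measure only the spread between these samples, which may be technical.

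The first principal component of log2 CPM (counts scaled to the same library total) held 50.4% of the variance and separated pDC from cDC libraries, and the second held 12.2%. The libraries sorted as pDC carried many transcripts that serve as markers of other cells. The labels give no sort gates or purity. Whether these transcripts came from other cells or from the sorted pDC was not tested. The mean of 30 monocyte and macrophage markers was 9.31 ± 0.14 log2 CPM (SD, n = 4) in pDC after PBS, against 6.82 ± 0.32 (SD, n = 3) in cDC after PBS. Lyz2, a lysozyme gene of myeloid cells, took the most counts in all 4 pDC PBS libraries, with 2.17% to 2.87% of the total. Among the pDC CpG-B libraries, replicate 4 stood apart. Itgax, which encodes CD11c and was chosen after its values were seen, had 408.5 CPM there against 16.7 to 27.8 CPM in replicates 1 to 3.

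**Figure D1:**
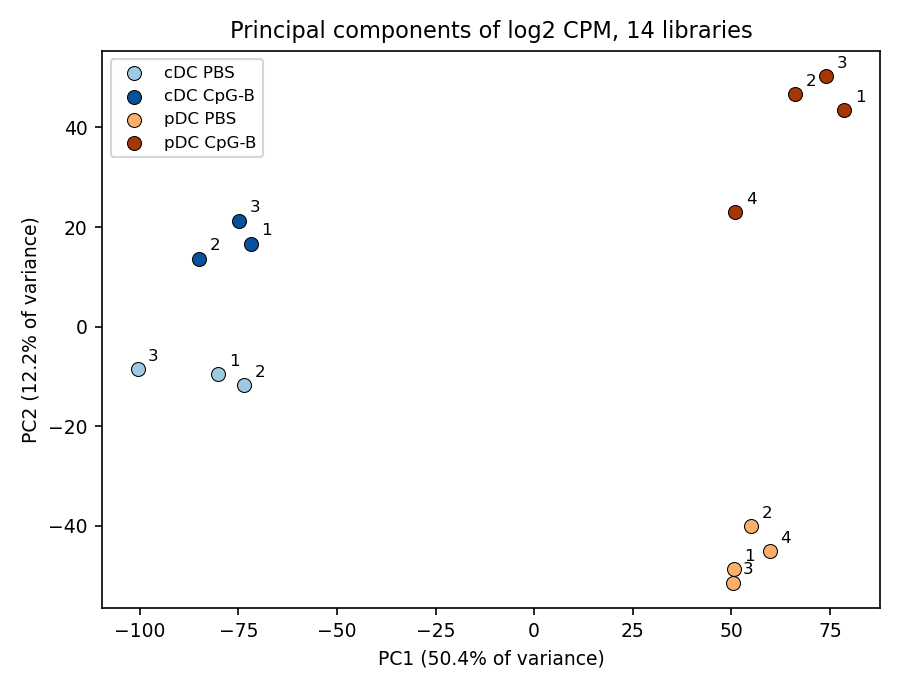
Principal components of log2 CPM over the genes tested, 1 point per library, coloured by group and numbered by replicate. The horizontal axis holds 50.4% and the vertical axis 12.2% of the variance, and the pDC and cDC libraries lie on opposite sides of 0 on the horizontal axis.

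In the libraries sorted as pDC, 31 of 38 measured genes of pDC identity fell after CpG-B, 2 rose and 5 did not pass; adjusted over the list alone, 33 fell and 2 rose. The list was lower (camera adjusted p = 7.64e-25), but adjusted p = 0.123 with an estimated correlation. Siglech, a pDC surface lectin, was at 665.5 ± 188.5 CPM (SD, n = 4) after PBS and 72.5 ± 17.6 CPM (n = 4) after CpG-B, 9.18-fold lower (log2 fold change -3.20 ± 0.34 SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.83e-05). Ccr9, a homing receptor of tolerogenic pDC, fell 7.61-fold to 55.5 ± 12.5 CPM. Saa3, an acute-phase protein, rose 17.3-fold to 13750 ± 5536 CPM. Cxcl1, a neutrophil attractant, rose 2.55-fold, while Cxcl9 and Cxcl10, interferon-induced attractants of T cells, fell 3.19-fold and 3.22-fold.

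Over all genes, 953 were higher and 1011 lower in pDC after CpG-B, 1964 in all. For 2411 of the genes tested (18.86%) the 4 libraries of one group all lay above the 4 of the other, which chance gives for 2.86% of genes. Bcl11a and Tcf4, transcription factors of pDC development, fell 11.5-fold (log2 -3.53 ± 0.26) and 3.10-fold (log2 -1.63 ± 0.18). St8sia4, a sialyltransferase, fell 5.99-fold and Cd209d, a C-type lectin, fell 21.7-fold to 3.10 ± 0.54 CPM. Over the same libraries the mean of the pDC identity list was 2.11 log2 units lower (4.32 against 6.43, exact two-sided permutation p = 0.0286, the smallest that 4 against 4 allow; adjusted p = 0.0987 over 38 measures of composition). Neutrophil markers were 0.974 log2 units higher and T cell markers fell by 0.621 by the same exact test and at the same p, and macrophage markers were at 9.39 against 9.31 (exact p = 0.486).

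Among 10 measured neutrophil attractants, 6 rose, none fell and 4 did not pass; adjusted over the list alone the counts were 6 and 0. The list was higher (camera adjusted p = 4.85e-06), but adjusted p = 0.19 with an estimated correlation. Csf3, the granulocyte growth factor, rose 6.08-fold (log2 2.60 ± 0.28), Cxcl3 6.44-fold and Cxcl2 2.24-fold to 870.9 ± 127.5 CPM. Cxcl5, a further neutrophil chemokine, rose 35.2-fold from 0.5973 ± 0.5255 to 20.9 ± 10.5 CPM. Neutrophil markers moved as well: 8 of 22 rose, none fell and 14 did not pass, with 10 rising when adjusted over the list alone (camera adjusted p = 0.000278, but adjusted p = 0.28 with an estimated correlation). Lcn2, an iron-binding granule protein, rose 36.7-fold, S100a8 2.91-fold and Trem1 2.68-fold. Of 30 monocyte and macrophage markers, 5 rose, 2 fell and 23 did not pass (6 and 3 adjusted over the list alone; camera adjusted p = 0.209). Adgre1, which encodes F4/80, rose 2.05-fold.

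Of 29 genes of the interferon-gamma response, 17 fell in pDC after CpG-B, none rose and 12 did not pass; 19 fell when adjusted over the list alone (camera adjusted p = 6.70e-08, but adjusted p = 0.28 with an estimated correlation). Gbp4, a guanylate-binding protein, fell 3.71-fold and Iigp1, an immunity-related GTPase, fell 2.54-fold. Of 51 general interferon-stimulated genes, 14 rose, 2 fell and 35 did not pass; adjusted over the list alone 19 rose and 2 fell (camera adjusted p = 0.00554, but adjusted p = 0.678 with an estimated correlation). Irf7, the transcription factor that drives interferon-alpha, rose 1.88-fold to 944.1 ± 336.4 CPM and Ifi35 rose 1.56-fold. The camera call of this list ended without pDC CpG-B replicate 2 (adjusted p = 0.0537), without replicate 3 (adjusted p = 0.0679) and with fry (adjusted p = 0.255). The mean of this list was 6.51 log2 CPM after CpG-B against 6.266 after PBS (exact two-sided permutation p = 0.229), and pDC CpG-B replicate 4, at 5.993, lay below the 4 PBS libraries (6.141 to 6.411). Interferons themselves were barely counted, and Ifna4 had 0 counts in every library. Ifnb1 was at 0.659 ± 0.351 CPM after PBS and 0.479 ± 0.809 CPM after CpG-B, a difference that did not pass the test (adjusted p = 0.874). Of 19 type I and III interferon genes, 2 were measured in pDC (median log2 fold change -2.25). None passed over all genes, but 1 fell when adjusted over the list alone.

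Antigen presentation and costimulation did not rise as groups in pDC. Of 18 MHC class II genes, 5 fell, 2 rose and 11 did not pass, with 7 and 2 when adjusted over the list alone (camera adjusted p = 0.00537, but adjusted p = 0.419 with an estimated correlation). The mean of this list in pDC CpG-B replicate 4 (8.742 log2 CPM) lay within the PBS libraries (8.667 to 8.811), against 7.825 to 7.983 in replicates 1 to 3 (exact two-sided permutation p = 0.0571 for the groups). Ciita, the master regulator of class II transcription, fell 2.92-fold, and March1, a ubiquitin ligase that removes class II from the surface, rose 1.71-fold. In the same libraries the mean log2 CPM of the markers shared by cDC was 5.949 after CpG-B against 6.751 after PBS, that of cDC1 markers 2.486 against 3.01 and that of cDC2 markers 5.26 against 5.902 (exact two-sided permutation p = 0.0286 and adjusted p = 0.0987 for each). Of 15 costimulatory ligands, 5 fell, 1 rose and 9 did not pass (6 and 1 adjusted over the list alone; camera adjusted p = 0.0531, and 0.0278 without pDC CpG-B replicate 4). Cd86 fell 1.75-fold to 75.6 ± 28.9 CPM, Cd40 1.53-fold and Icosl 1.94-fold, whereas Cd80 did not pass the test (adjusted p = 0.194) and Cd48 rose 1.35-fold. In replicate 4 Cd86 was at 118.08 CPM, within the PBS libraries (111.71 to 145), against 53.35 to 65.83 CPM in replicates 1 to 3. Cd40 (90.21 CPM) and Icosl (5.8 CPM) in replicate 4 lay below all PBS libraries. Cd274, which encodes the inhibitory ligand PD-L1, rose 1.24-fold, a call lost when only these groups were fitted, without pDC CpG-B replicate 1 or 3, and without pDC PBS replicate 3. Replication and sterol genes were also lower. Of 35 cell cycle genes, 12 fell, none rose and 23 did not pass, with 16 falling when adjusted over the list alone (camera adjusted p = 2.86e-08, but adjusted p = 0.28 with an estimated correlation). The mean of this list in replicate 4 (3.649 log2 CPM) also lay within the PBS libraries (3.498 to 4.076), against 2.918 to 3.066 in replicates 1 to 3 (exact two-sided permutation p = 0.0571). Mcm6 and Mcm5, subunits of the replicative helicase, each fell 1.63-fold. Of 23 cholesterol synthesis genes, 8 fell, none rose and 15 did not pass, with 12 falling when adjusted over the list alone (camera adjusted p = 8.68e-07, but adjusted p = 0.299 with an estimated correlation). Hmgcs1 fell 2.06-fold and Sqle 2.14-fold. The total of 1964 genes was 2981 with limma voom and sample quality weights, and 749 had at least a log2 fold change of 1.

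**Figure D2:**
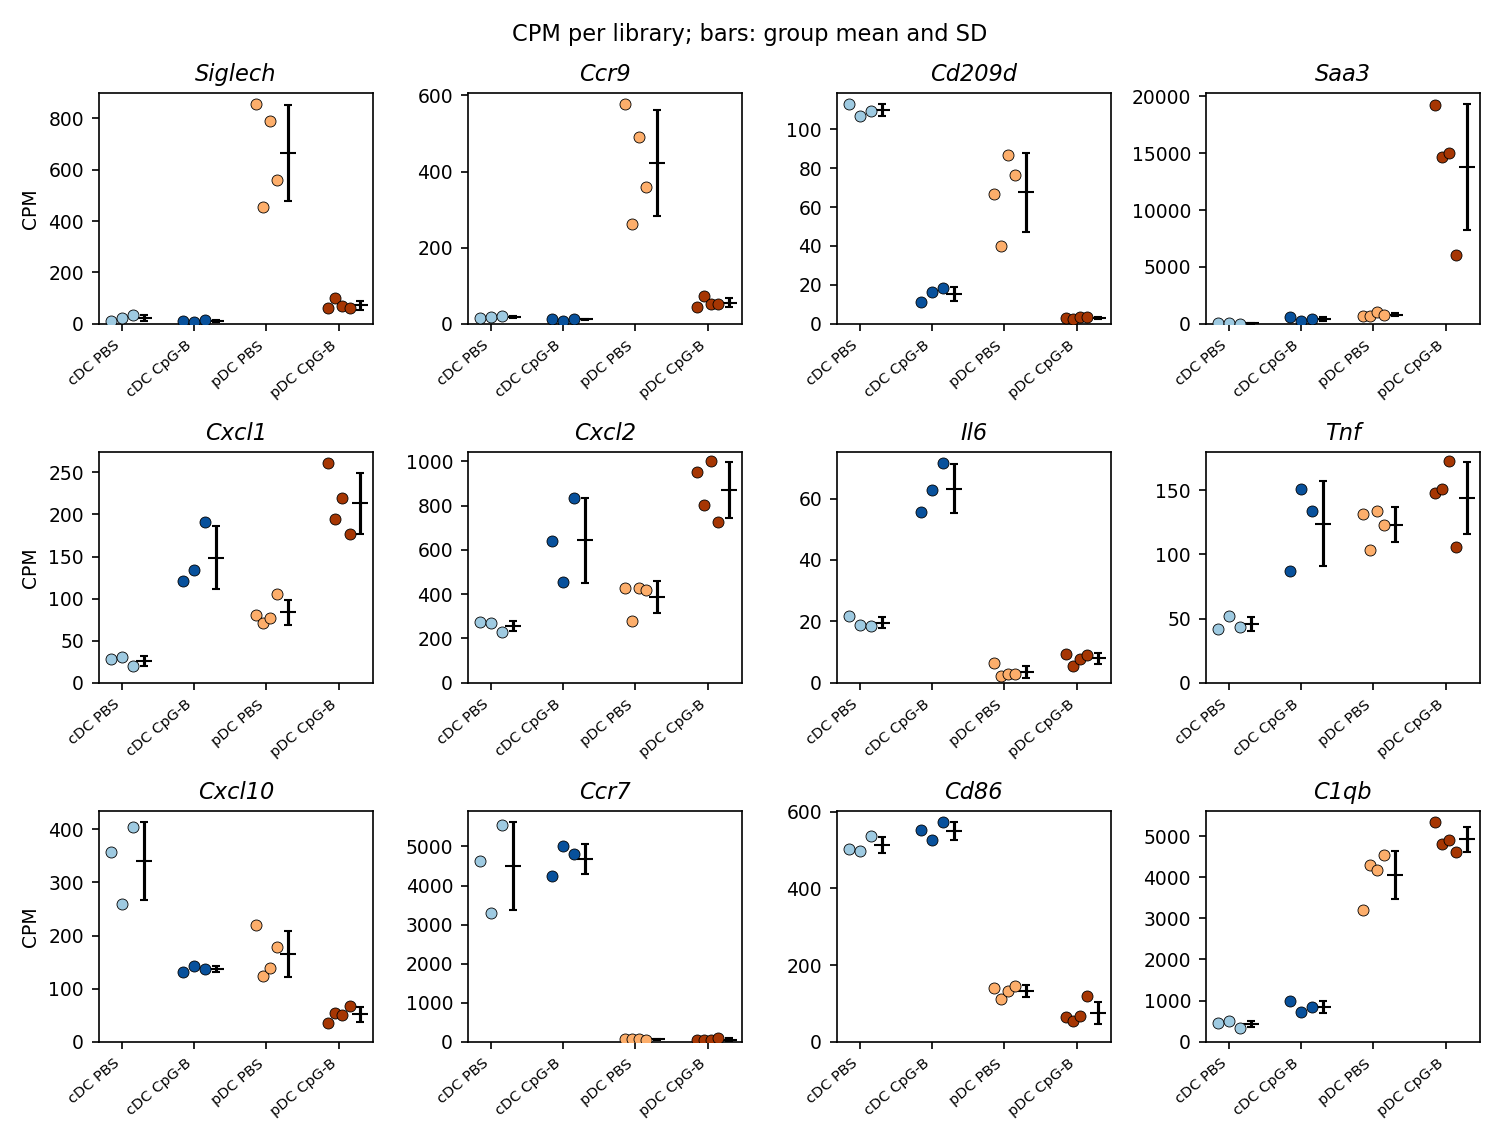
CPM per library of 12 named genes in the 4 groups, on linear axes starting at 0, with black bars for the group mean and SD. Siglech lies between 455.4 and 854.8 CPM in the pDC PBS libraries and between 61.4 and 98.5 CPM in the pDC CpG-B libraries.

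In cDC after CpG-B, Cxcl1 rose 5.65-fold from 26.3 ± 5.82 CPM (SD, n = 3) to 148.6 ± 37.6 CPM (n = 3; log2 fold change 2.50 ± 0.22 SE, edgeR quasi-likelihood test, adjusted p = 7.22e-05). Tnf rose 2.70-fold to 123.8 ± 33.2 CPM and Il6 3.22-fold to 63.3 ± 7.995 CPM. Cd209a and Cd209d, C-type lectins, fell 4.65-fold to 110.5 ± 16.2 CPM and 7.19-fold to 15.3 ± 3.64 CPM. Cd209d is a member of the pDC identity list. Under PBS it was nevertheless higher in cDC (106.71 to 112.85 CPM) than in pDC (39.89 to 86.99 CPM). Costimulatory Cd86 (512.7 ± 20.9 against 550.4 ± 23.8 CPM), the migration receptor Ccr7 (4490 ± 1126 against 4689 ± 386.9 CPM) and the T cell-polarising cytokine gene Il12b (491.9 ± 194.7 against 684.2 ± 156.5 CPM) did not pass the test (adjusted p = 0.904, 0.971 and 0.834), each value being PBS against CpG-B.

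Over all genes, 240 were higher and 83 lower in cDC after CpG-B, 323 in all. For 2769 of the genes tested (21.66%) the groups did not overlap, which chance gives for 10% of genes with 3 against 3. Of 10 neutrophil attractants, 4 rose, none fell and 6 did not pass; adjusted over the list alone, 8 rose (camera adjusted p = 3.47e-08, but adjusted p = 0.134 with an estimated correlation). Cxcl2 rose 2.50-fold and Csf3 4.47-fold. Of 36 inflammatory cytokine and NF-kB genes, 7 rose, none fell and 29 did not pass; adjusted over the list alone, 9 rose and 4 fell (camera adjusted p = 0.0415, but adjusted p = 0.295 with an estimated correlation). The camera call of this list ended with replicate numbers as a block (adjusted p = 0.0551), without cDC CpG-B replicate 2 (adjusted p = 0.165), and without cDC PBS replicate 1, 2 or 3 (adjusted p = 0.0549, 0.0812 and 0.0541). Il10, an inhibitory cytokine, rose 3.70-fold. Markers of other myeloid cells moved with these genes. Of 30 monocyte and macrophage markers, 9 rose, none fell and 21 did not pass; adjusted over the list alone, 17 rose and 1 fell (camera adjusted p = 6.46e-11, but adjusted p = 0.134 with an estimated correlation). C1qb, a complement component, rose 1.96-fold to 850.1 ± 143.5 CPM. The mean of this list was 0.826 log2 units higher after CpG-B and that of neutrophil markers 1.14 higher (exact two-sided permutation p = 0.1 for each, the smallest that 3 against 3 allow).

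Large rises in cDC included Enpp2, which makes lysophosphatidic acid (from 0.0994 ± 0.172 to 16.9 ± 9.68 CPM), and Lcn2 (57.1-fold). Lcn2 was at 2.56, 0.51 and 0.12 CPM in cDC PBS replicates 1, 2 and 3, so the size of its fold rests mostly on replicate 1. Further large rises were those of Lipg, an endothelial lipase (35.2-fold), Cd300e, a monocyte receptor (20.06-fold), and Saa3 (17.9-fold to 432.3 ± 167.8 CPM). Of 30 genes of glycolysis and hypoxia, 5 rose, none fell and 25 did not pass; adjusted over the list alone, 17 rose (camera adjusted p = 6.46e-11, but adjusted p = 0.19 with an estimated correlation). Ndrg1, a hypoxia-induced gene, rose 1.72-fold and Egln3, an oxygen-sensing hydroxylase, 2.404-fold. Of 29 genes of the interferon-gamma response, 6 fell, 2 rose and 21 did not pass; adjusted over the list alone, 12 fell and 4 rose (camera adjusted p = 0.000624, but adjusted p = 0.309 with an estimated correlation). Cxcl10 fell 2.48-fold to 137.3 ± 5.39 CPM and Nos2, the inducible nitric oxide synthase, rose 3.01-fold. Of 23 cholesterol synthesis genes, 6 fell, none rose and 17 did not pass; adjusted over the list alone, 11 fell (camera adjusted p = 2.41e-12, but adjusted p = 0.155 with an estimated correlation). Hmgcs1 fell 2.06-fold and Sc5d 2.16-fold. Of 15 costimulatory ligands, 3 fell, none rose and 12 did not pass; adjusted over the list alone, 6 fell (camera adjusted p = 0.0145, but adjusted p = 0.155 with an estimated correlation). Icosl fell 2.15-fold and Tnfsf9, which encodes 4-1BB ligand, 1.48-fold. Of 24 markers of the cross-presenting cDC1 subset, 2 fell, none rose and 22 did not pass; adjusted over the list alone, 4 fell (camera adjusted p = 0.000617, but adjusted p = 0.19 with an estimated correlation). Further lists were lower in cDC by camera. Of 28 immediate-early genes, a sign of cell handling, 4 fell, 1 rose and 23 did not pass (camera adjusted p = 0.000909, but adjusted p = 0.295 with an estimated correlation). Of 76 ribosomal protein genes, none passed (camera adjusted p = 0.0047, but adjusted p = 0.69 with an estimated correlation), a list call that ended without CpG-B replicate 2 or PBS replicate 1 (adjusted p = 0.348 and 0.217). Of 25 T cell markers, 1 fell and 24 did not pass (camera adjusted p = 0.00138, but adjusted p = 0.295 with an estimated correlation). Of 22 markers shared by cDC, none passed (camera adjusted p = 0.0291, but adjusted p = 0.573 with an estimated correlation), a list call that ended without CpG-B replicate 1 or PBS replicate 3 (adjusted p = 0.146 and 0.188). With fry the calls of the interferon-gamma response (adjusted p = 0.0934), immediate-early genes (0.0557), ribosomal proteins (0.4933), T cell markers (0.121) and markers shared by cDC (0.349) were lost. Leaving out single libraries moved the 323 genes to 81 without CpG-B replicate 1, 167 without CpG-B replicate 3, 125 without PBS replicate 1 and 138 without PBS replicate 3. Calls kept under every alternative setting other than the fold minimum included Cxcl1, Cxcl2, Csf3, Tnf, C1qb, Lcn2, Saa3, Cd209a and Cd209d, and 19 of the 50 named calls in all. Calls lost without CpG-B replicate 1 were Cxcl10, Nos2, Hmgcs1, Icosl, Tnfsf9, Ndrg1 and Egln3, without CpG-B replicate 2 Hmgcs1, and without CpG-B replicate 3 Egln3 and Sc5d. Without PBS replicate 1, Egln3, Nos2, Sc5d and Hmgcs1 were lost, and without PBS replicate 3, Il6, Egln3, Cxcl10, Nos2 and Hmgcs1; Enpp2 and Il10 were lost with limma voom, and Il10 also when only these groups were fitted.

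The responses of the cell types differed for 437 genes, 181 with a higher and 256 with a lower CpG-B effect in pDC than in cDC. Dll4, a Notch ligand, was at 30 ± 10.9 and 2.66 ± 1.59 CPM in pDC (PBS and CpG-B, n = 4 each), and at 8.89 ± 3.16 and 26.2 ± 11.2 CPM in cDC (n = 3 each), where the change did not pass (adjusted p = 0.127). Its log2 fold changes differed by -5.06 ± 0.67 (SE, edgeR quasi-likelihood test of the difference, adjusted p = 0.00218). St8sia4 fell in pDC and was at 164.0 ± 23.5 and 177.4 ± 9.93 CPM in cDC (difference -2.70 ± 0.30, adjusted p = 0.00138). Tlr7, the endosomal receptor for single-stranded RNA, was at 100.7 and 76.5 CPM in pDC and at 7.21 and 25.4 CPM in cDC (difference -2.22 ± 0.27). Slamf9 and Adk, an adenosine kinase, had a larger effect in pDC (differences 2.28 ± 0.36 and 2.20 ± 0.32).

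Of 38 pDC identity genes, 21 had a lower and 1 a higher effect in pDC, and 16 did not pass; adjusted over the list alone, the counts were 32 and 1 (camera adjusted p = 3.78e-25, but adjusted p = 0.119 with an estimated correlation). Siglech differed by -1.97 ± 0.50 and did not pass (adjusted p = 0.0509). Of 18 MHC class II genes, 3 had a lower effect, none a higher one and 15 did not pass; adjusted over the list alone, 5 were lower (camera adjusted p = 0.000388, but adjusted p = 0.564 with an estimated correlation). Those 3 included the lysosomal protease genes Ctsb (difference -0.92 ± 0.19) and Ctsl (difference -1.47 ± 0.26). Ctsb and Ctsl rose in cDC after CpG-B (log2 fold changes 0.777 and 1.11). The monocyte and macrophage list also had a lower effect in pDC (camera adjusted p = 0.000652), though none of its 30 genes passed. Its adjusted p was 0.564 with an estimated correlation and 0.077 with fry. Of 29 interferon-gamma response genes, 5 had a lower effect, none a higher one and 24 did not pass; adjusted over the list alone, 7 were lower (camera adjusted p = 0.00298, but adjusted p = 0.578 with an estimated correlation), Gbp4 among them (difference -1.33 ± 0.23). With fry the calls of the MHC class II and interferon-gamma lists were lost (adjusted p = 0.077 and 0.0918). The Tnf response was smaller in pDC (difference -1.20 ± 0.26, adjusted p = 0.0222), a call lost without any 1 of cDC CpG-B replicates 2 and 3 or cDC PBS replicates 1 and 3. The Cxcl1 response was also smaller in pDC (difference -1.15 ± 0.28, adjusted p = 0.0362). This call was lost with replicate numbers as a block and without any 1 of cDC CpG-B replicates 2 and 3, cDC PBS replicates 1 and 3, pDC CpG-B replicates 2 and 3 or pDC PBS replicates 1, 3 and 4. Differences for Cxcl2 (-0.16 ± 0.27), Il6 (-0.52 ± 0.42) and Cxcl10 (-0.38 ± 0.32) did not pass. With a log2 difference of at least 1, 62 genes had a higher and 205 a lower effect in pDC (23.22% higher against 41.42% without this minimum), and without pDC CpG-B replicate 3 the counts were 61 and 176 (25.74% higher). The total was 1259 without pDC CpG-B replicate 4. It lay between 215 (without cDC PBS replicate 1) and 284 (without cDC PBS replicate 2) when any 1 of the cDC libraries, pDC CpG-B replicates 1 to 3 or pDC PBS replicates 1 and 3 was left out.

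Across the 12786 genes, which are not independent replicates, the log2 fold changes of the cell types correlated with Pearson r = 0.22 and Spearman rho = 0.22, and over the 8024 genes with a mean of at least 10 CPM r was 0.432 and rho 0.282. The comparisons share no libraries. Of 177 genes called in both, 116 rose in both (17.9 in independent lists), 54 fell in both (6.6 in independent lists) and 7 moved in opposite ways. Saa3, Lcn2, Cxcl1 and Cd300e rose in both, and Cd209d, Cxcl10, Hmgcs1 and Icosl fell in both. More cells with the make-up of the pDC CpG-B libraries stay open as a source of some shared rises in cDC. The share of such RNA needed was 2.97% for Saa3 and 19.48% for Lcn2, under the 21.96% allowed (below). It was 41.89% for Cd300e and 65.46% for Cxcl1, above that bound. Without cDC CpG-B replicate 3, r was 0.147.

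**Figure D3:**
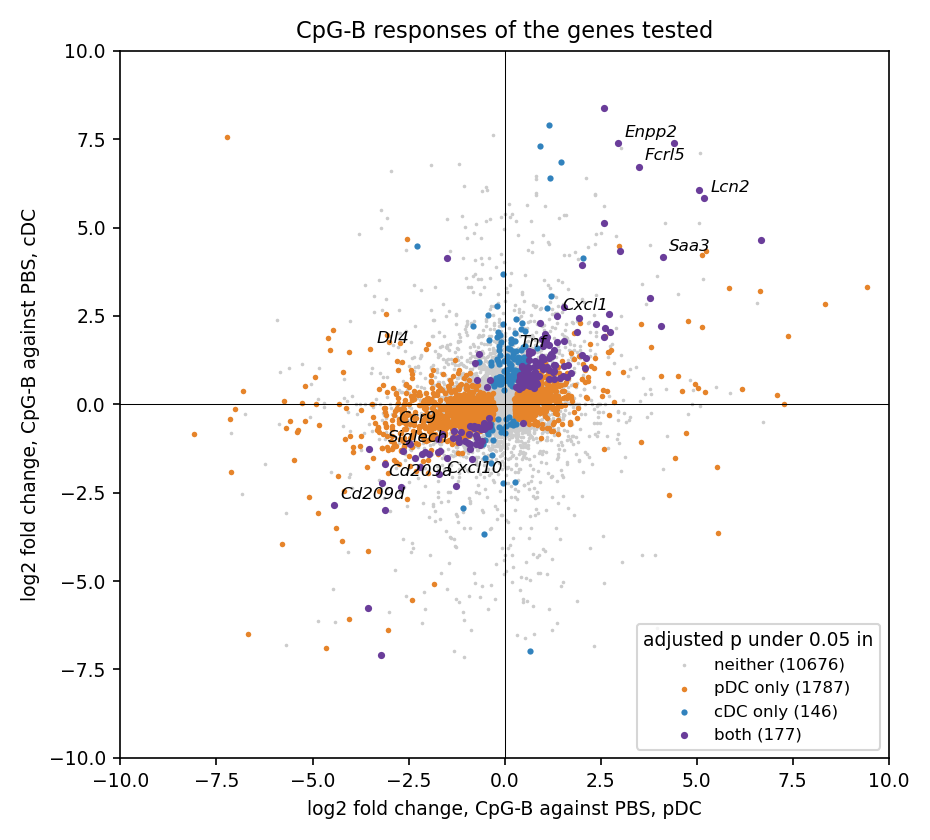
Log2 fold changes of CpG-B against PBS in pDC (horizontal) and cDC (vertical) for the 12786 genes tested, coloured by the comparison in which the adjusted p was under 0.05, with 12 genes named. The 177 genes called in both include Saa3 and Lcn2 at the upper right and Cd209d at the lower left.

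Without CpG-B, pDC and cDC differed for 4585 genes, 2366 higher and 2219 lower in pDC. Siglech was 27.96-fold higher in pDC (665.5 ± 188.5 CPM, n = 4, against 23.8 ± 11.7 CPM, n = 3; log2 4.80 ± 0.42 SE, edgeR quasi-likelihood test, adjusted p = 1.83e-06). Ccr7 was 67.5-fold lower in pDC (66.5 ± 11.01 against 4490 ± 1126 CPM) and Il12b 113-fold lower (4.39 ± 2.31 against 491.9 ± 194.7 CPM). Ccl17 and Ccl22, chemokines of mature cDC, were 608-fold and 217-fold lower. Ccl17 lay between 0 and 0.46 CPM in the pDC PBS libraries, so the size of its fold is uncertain. C1qb was 9.34-fold higher in pDC, at 4055 ± 585.2 CPM. Slco2b1 and Mmp27 had 0 counts in all cDC PBS libraries and were at least 640.3-fold and 254.5-fold higher in pDC, against 3 counts over the group.

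Of 38 pDC identity genes, 30 were higher in pDC, 1 lower and 7 did not pass; adjusted over the list alone, 32 and 1 (camera adjusted p = 6.13e-16, but adjusted p = 0.0748 with an estimated correlation). Tlr7 was 13.96-fold and Blnk, a B cell adaptor also used by pDC, 6.64-fold higher. In the same libraries, 22 of 30 monocyte and macrophage markers were higher in pDC, 3 lower and 5 did not pass; adjusted over the list alone the counts were the same (camera adjusted p = 2.47e-10, but adjusted p = 0.0748 with an estimated correlation). Adgre1 was 25.96-fold and C1qc 12.2-fold higher. Of 8 monocyte attractants, 6 were higher, 1 lower and 1 did not pass; adjusted over the list alone, 7 and 1 (camera adjusted p = 0.000385, but adjusted p = 0.164 with an estimated correlation), with Ccl2 19.2-fold higher. Of 35 genes of dendritic cell maturation and migration, 31 were lower in pDC, 2 higher and 2 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 3.09e-17, and adjusted p = 0.0326 with an estimated correlation). Fscn1, an actin bundler of migrating dendritic cells, was 140-fold and Traf1 7.23-fold lower. Of 24 cDC1 markers, 19 were lower, none higher and 5 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 2.07e-11, and adjusted p = 0.0289 with an estimated correlation). Xcr1, a chemokine receptor of cDC1, was 21.2-fold lower. Of 15 costimulatory ligands, 10 were lower, 1 higher and 4 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 1.44e-06, and adjusted p = 0.0276 with an estimated correlation). Cd86 was 3.88-fold, Cd80 4.64-fold and Cd40 3.32-fold lower in pDC.

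After CpG-B, 4544 genes differed, 2295 higher and 2249 lower in pDC. Ccr7 was 83.2-fold lower in pDC (56.3 ± 26.9 CPM, n = 4, against 4689 ± 386.9 CPM, n = 3; log2 -6.38 ± 0.33 SE, edgeR quasi-likelihood test, adjusted p = 1.21e-08). Cd86 was 7.27-fold lower, Il12b 98.3-fold and Il6 7.92-fold. Siglech was 7.15-fold higher in pDC. Tcf4 (77.1 ± 14.7 against 67.1 ± 8.18 CPM) and Tnf (144.3 ± 28 against 123.8 ± 33.2 CPM) did not pass (adjusted p = 0.452 and 0.375).

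Of 38 pDC identity genes, 19 were higher in pDC after CpG-B, 7 lower and 12 did not pass; adjusted over the list alone, 22 and 7 (camera adjusted p = 0.000538, but adjusted p = 0.371 with an estimated correlation). St8sia4 was 5.29-fold lower in pDC. Of 35 maturation and migration genes, 32 were lower, 1 higher and 2 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 7.80e-20, and adjusted p = 0.0232 with an estimated correlation). Tmem123 was 8.90-fold and Relb, an NF-kB subunit, 4.41-fold lower. Of 20 cDC2 markers, 11 were lower, 5 higher and 4 did not pass; adjusted over the list alone, 12 and 5 (camera adjusted p = 0.000698, and adjusted p = 0.0232 with an estimated correlation). Il1r2, a decoy receptor, was 19.1-fold and Mgl2 18.2-fold lower. Of 17 natural killer cell markers, 12 were lower, none higher and 5 did not pass; adjusted over the list alone, 15 were lower (camera adjusted p = 8.07e-07, but adjusted p = 0.137 with an estimated correlation). Klrk1, which encodes NKG2D, was 13.6-fold lower in pDC.

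The genes that lead these comparisons are protein-coding, and the deposited values are counts per gene. On GRCm38 (GENCODE M21 annotation), Siglech (ENSMUSG00000051504) lies on chromosome 7 from 55768178 to 55778925. Saa3 (ENSMUSG00000040026) lies on the same chromosome from 46711998 to 46715700. The chemokine genes Cxcl1 (ENSMUSG00000029380, 90891241 to 90893115) and Cxcl2 (ENSMUSG00000058427, 90903871 to 90905938) are neighbours on chromosome 5. Further positions are Cd209d (ENSMUSG00000031495) on chromosome 8 from 3871824 to 3878555, Dll4 (ENSMUSG00000027314) on chromosome 2 from 119325784 to 119335962 and Ccr7 (ENSMUSG00000037944) on chromosome 11 from 99144196 to 99155077. Some named genes share over 20% of their 50-base stretches with another gene or overlap another gene's exons, and are uncertain to that extent: Ccr9 shared 20.1% and Ctsl 26.3%.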

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

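All explanation tests and splits of the libraries in this part were chosen after the result was seen; the test of the difference of responses was chosen before the data were examined.

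Of 114 values tested in groups of 4 libraries, 8 had 1 library far from the other 3, and simulated groups of 4 gave 4.92% such cases, about 1 in 20. In pDC CpG-B replicate 4, Lcn2 was at 112.7 CPM (others 363.1 to 371.5), Slamf9 at 169.7 CPM (362 to 400.9) and Cxcl9 at 165.7 CPM (54.72 to 64.04). In pDC PBS replicate 2, Blnk was at 130.2 CPM (157.3 to 160.6), Cxcl2 at 281 CPM (418.9 to 428.3) and S100a8 at 18.23 CPM (30.2 to 32). Il6 was at 6.527 CPM in pDC PBS replicate 1 (2.207 to 2.8), and Ifnb1 at 1.681 CPM in pDC CpG-B replicate 2 (0 to 0.233).

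The responses of pDC and cDC differed for 437 genes by the test of the difference itself. Named genes among them had differences of log2 fold changes, pDC minus cDC, of 2.28 (Slamf9), 2.20 (Adk), -5.06 (Dll4), -2.70 (St8sia4), -2.22 (Tlr7), -1.47 (Ctsl), -1.33 (Gbp4), -1.20 (Tnf), -1.15 (Cxcl1) and -0.92 (Ctsb). Lists with a lower effect in pDC were pDC identity (camera adjusted p = 3.78e-25), MHC class II (0.000388) and the interferon-gamma response (0.00298). Further lists with a lower effect were cell cycle (3.58e-05), monocyte and macrophage markers (0.000652), natural killer cell markers (0.000867), glycolysis and hypoxia (0.00298) and plasma cell markers (0.0114). Ribosomal proteins had a higher effect (0.000652). Each of these list calls was lost with an estimated correlation, the smallest adjusted p being 0.119 for pDC identity. Of 100 splits of the libraries, 2 gave as many genes, the real one with 437 and another with 678. The split with 678 kept the pDC treatment groups whole and mixed the cDC libraries, so it still carries the pDC response. Apart from it and the real one, no split kept the pDC groups whole. The splits therefore cannot tell whether the count follows a difference of responses, and they do not exclude chance for the difference.

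Genes of the pDC identity list were lower after CpG-B in the sorted pDC. A lower share of pDC with the other cells unchanged is argued against: 36.67% of the 30 macrophage markers lay more than 2 SE from their median log2 fold change of 0.218. A lower share of pDC, with other cells changed too, remains a candidate explanation. In pDC PBS replicate 2, 35 of 38 identity genes were below the mean of the other PBS libraries, and their deviations correlated with the CpG-B effect across genes (Spearman 0.56; 95th percentile of random lists 0.36). A response of pDC to CpG-B within the cells stays open and was not tested apart from this. For all genes of this comparison, 1 of 35 splits, the real one, gave as many (1964, highest other 12). This is the smallest share that 35 splits allow. It argues against chance at a share under 0.05, if the libraries are independent samples.

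Replicate 4 of pDC CpG-B stood apart from the other 3. Cells of the cDC gate are argued against: its Itgax level would need a share of 97.82%, and 0 of 5 abundant maturation transcripts reached 0.5 of the level this needs. A mislabelled PBS library is argued against, as its pDC identity mean was 4.09 log2 CPM (other CpG-B libraries 4.24 to 4.67, PBS libraries 5.94 to 6.75) and Saa3 was at 6061 CPM (PBS at most 1003). Depth stays open: its total was 28642693 counts, against 19609488 to 22029153 in the other 3. Of 432 genes that stood apart in it by at least 2-fold, 312 deviated in the same direction in the deepest pDC PBS library (29602710 counts), and 9.028% did so at least 0.5 times as far (95% binomial interval 6.498% to 12.13%). That PBS library, replicate 2, also had the lowest pDC identity mean of the PBS libraries (5.94 log2 CPM). The shared direction therefore cannot tell depth from a difference in make-up. No biological explanation was tested, as the design gives none for 1 library.

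For 171 of the 240 genes higher in cDC after CpG-B, more cells with the make-up of the pDC CpG-B libraries are argued against. These 171 needed a larger share of such RNA than the 21.96% that any of 23 abundant pDC-gate transcripts allowed. For the other 69 this explanation stays open, as the shares that the 23 transcripts allowed had a median of 6.937%. The 4 lowest (Ccl2, Ccl7, Ccl8 and Selenop, chosen after their values were seen) were under 1%, the lowest 0.037%. The smallest share that a risen gene needed was 1.15%. These 4 cannot decide, as they were picked for low values and Ccl2 ranged from 11.32 to 33.39 CPM among the cDC PBS libraries. Macrophages or monocytes of another make-up, and a response of cDC to CpG-B, stay open. The 6 cDC libraries give 10 splits, too few for a share under 0.05; the real value was 323 and the highest other 2.

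For pDC against cDC, 1 of 35 splits, the real one, gave as many genes under PBS (4585, highest other 1102). The same held under CpG-B (4544, highest other 2856). Each is the smallest share that 35 splits allow. Both argue against chance at a share under 0.05, if the libraries are independent samples. For the correlation of the responses, 1 of 100 splits, the real one, gave a Pearson r as large in either sign (0.22, others -0.164 to 0.15). Of the same splits, 3 gave a Spearman rho as large in either sign (0.22, others -0.234 to 0.258). Nearly all of these splits mix the pDC groups and so remove the pDC response, as for the difference, and they do not exclude chance here. Without cDC CpG-B replicate 3, r was 0.147.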

How the results depend on the processing

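Leaving out both pDC libraries numbered 4 was chosen after the result was seen; the other alternatives were fixed before the data were examined. No called result named here turned its direction under any of them. Genes changed by CpG-B in pDC numbered 1382 to 2588 when single libraries were left out, and 2981 with limma voom. In cDC they numbered 81 to 284 (81 without CpG-B replicate 1, 167 without CpG-B replicate 3, 125 and 138 without PBS replicates 1 and 3), 687 with DESeq2 and 730 with limma voom, where 62.88% were higher against 74.3%. Genes with a different response numbered 215 to 1259 (1259 without pDC CpG-B replicate 4). They were 245, 225 and 216 without cDC CpG-B replicates 1, 2 and 3, and 215, 284 and 274 without cDC PBS replicates 1, 2 and 3. They were 231, 273 and 237 without pDC CpG-B replicates 1, 2 and 3, and 238 and 259 without pDC PBS replicates 1 and 3. They were 857 with DESeq2, 1145 with limma voom and 1174 without both libraries numbered 4, with 425 of the 437 shared. With a log2 fold change of at least 1, counts were 749 (30.84% higher against 48.52%), 170, 267 (23.22% higher against 41.42%), 2363 and 2372 in the order of the comparisons, since a further condition was added. The lists called fell with an estimated correlation to 0, 0, 0, 3 and 4, and with fry 10 of 11, 9 of 15, 2 of 9, 19 of 19 and 24 of 25 were kept. The 6 lost in cDC were the interferon-gamma response, immediate-early genes, ribosomal proteins, T cell markers, natural killer cell markers and markers shared by cDC. Leaving out single libraries gave 10 to 14, 13 to 15, 9 to 13, 18 to 20 and 24 to 25 lists, 3689 to 4270 genes under PBS and 3631 to 4771 under CpG-B. The correlation of the responses was 0.147 (without cDC CpG-B replicate 3) to 0.223, and 0.432 for genes with a mean of at least 10 CPM. Apart from the estimated correlation and the fold minimum, the cause of these changes was not tested. Of named calls, 60 of 64, 19 of 50, 11 of 23, 57 of 62 and 42 of 44 were kept under every alternative but the fold minimum.

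Deviations of libraries with the same number had correlations of -0.09 to 0.071. For pDC against cDC under PBS they were 0.013 to 0.067 (highest other pair 0.014). Under CpG-B they were -0.005 to 0.071 (highest other pair 0.034). For CpG-B against PBS they were -0.09 to 0.032 in pDC (highest other pair 0.114). In cDC they were -0.033 to 0.07 (highest other pair 0.068). With so few pairs, these values cannot decide whether the numbers pair the libraries. With the replicate number as a block, counts were 2095, 346, 472, 4529 and 4624 genes, and the correlation was 0.197.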

Other observations

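The lists below were fixed before the data were examined, and none of these results was tested against an explanation. In pDC after CpG-B, 7 of 25 T cell markers fell, none rose and 18 did not pass (7 adjusted over the list alone; camera adjusted p = 0.000417, but adjusted p = 0.299 with an estimated correlation). Of 22 markers shared by cDC, 8 fell, 3 rose and 11 did not pass (10 and 3 adjusted over the list alone; camera adjusted p = 0.000947, but adjusted p = 0.387 with an estimated correlation). Of 28 immediate-early genes, 9 fell, 2 rose and 17 did not pass (camera adjusted p = 0.0283, but adjusted p = 0.504 with an estimated correlation), a call that ended without pDC CpG-B replicate 1 or 4 or pDC PBS replicate 4 (adjusted p = 0.0639, 0.0887 and 0.0611). Tolerogenic and inhibitory genes went both ways, with 7 of 35 higher, 5 lower and 23 not passing (camera adjusted p = 0.925). In cDC 5 of these 35 rose, 1 fell and 29 did not pass (camera adjusted p = 0.0531).

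In cDC after CpG-B, 6 of 39 genes of Toll-like receptor sensing rose, none fell and 33 did not pass (10 and 1 adjusted over the list alone; camera adjusted p = 0.00294, but adjusted p = 0.155 with an estimated correlation). Of 22 neutrophil markers, 5 rose, none fell and 17 did not pass (12 adjusted over the list alone; camera adjusted p = 3.17e-09, but adjusted p = 0.134 with an estimated correlation). Ccl5, an attractant of T cells, rose 2.88-fold to 935.3 ± 31.6 CPM (SD, n = 3; edgeR quasi-likelihood test, adjusted p = 0.035), a call lost with no filter beyond a count above 0, without any 1 of the cDC CpG-B libraries, and without cDC PBS replicate 1 or 2. Gzmb, a cytotoxic granule protease, was at 37.5 ± 3.43 CPM after PBS and 114 ± 9.37 CPM after CpG-B and did not pass (adjusted p = 0.0544). Of 17 natural killer cell markers, 2 rose, 2 fell and 13 did not pass (camera adjusted p = 0.0415, but adjusted p = 0.576 with an estimated correlation and 0.291 with fry). After CpG-B, 28 of 35 cell cycle genes were lower in pDC than in cDC, none higher and 7 did not pass (camera adjusted p = 9.79e-11, but adjusted p = 0.137 with an estimated correlation). Of 10 neutrophil attractants, 9 were higher in pDC than in cDC after CpG-B and 1 did not pass (camera adjusted p = 2.22e-05, but adjusted p = 0.0832 with an estimated correlation).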
